A study of Mus musculus with 19 samples.

How the data were processed

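RNA was measured by sequencing in 19 mouse cell libraries of 6 groups. Mouse embryonic stem cells (mESC) were kept with LIF and inhibitors of the GSK3 and MEK kinases, and epiblast-like cells (EpiLC), a culture state that follows naive pluripotency, were made from them in 5 days with FGF5 and Activin A and without LIF, per the labels' protocols. The XX and the Tet3-/- libraries came from the LF2 line and the XY libraries from the E14 line, per the labels, so sex and cell line could not be separated. The libraries were stranded total RNA libraries depleted of ribosomal RNA, per the labels' protocols. Such libraries keep non-coding RNA.

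The deposited table held TPM (transcripts per 1000000) for 140948 transcripts, and each column summed to 1000000. The program that made the TPM values, its version, the genome build and the annotation are stated neither in the labels nor in the header. TPM keeps no sequencing depth, so the depth of each library is unknown and no counting interval is given. Precision was judged from the spread between libraries. Every column was mapped to its library by its header name, which equals the library's description in the labels.

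Transcript TPM values were summed per gene with GENCODE M21 (GRCm38). Of the transcripts, 139357 matched with their version and 495 without it, and 1096 did not match. The unmatched transcripts held from 0.045% to 0.215% of TPM per library and were left out. The sum gave 54119 genes. Reads shared between near-identical genes cannot be checked in a TPM table, so values of gene families such as Xlr3a and Xlr3b, and of pseudogenes, are uncertain.

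Genes with a TPM of at least 1 in at least 3 libraries were tested, which left 14972 genes. limma 3.58.1 in R 4.3.3 was fitted to log2(TPM + 1) of all 19 libraries with 6 groups (lmFit, contrasts.fit, and eBayes with a trend), and 9 contrasts were taken. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and genes with an adjusted p under 0.05 were called. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. One fit over all groups was used because the groups held 3 or 4 libraries. It assumes that a gene has the same spread in every group.

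Of 6 gene lists, naive (14 genes), formative (14), early lineage (15), germline (14), imprinted (22) and methylation machinery (9), the first pair was tested as sets with limma's fry, adjusted by the Benjamini-Hochberg method over 14 tests. For the others the called genes were counted. Dnmt3a and Dnmt3b are in the formative and in the methylation machinery list. In each contrast of groups the genes named are the 3 highest and the 3 lowest log2 fold changes among called genes with a mean TPM of at least 5 in the higher group and no overlap between libraries. In each difference of transitions they are the 3 highest and 3 lowest called genes with a mean TPM of at least 5 in a group. Tet3, Xist, the Y-linked genes and the list genes may also be named. The lists, tests, naming rule and most alternatives were fixed before the data were examined.

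The X to autosome ratio of a library was the median log2(TPM + 1) of 604 tested X-linked genes minus that of 14345 autosomal genes. It was compared with exact 2-sided permutation tests, adjusted by the Benjamini-Hochberg method over 4 tests, in Python 3.11.15 with SciPy 1.17.1. With 3 libraries against 3 such a test cannot give a p below 0.1.

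The fit was tested on simulated data with 200 changed genes among 14972. Changes of 2 log2 units were recovered for 91% of the genes in the XX transition, 92% in the comparison of Tet3-/- with XX mESC, and 67.5% in the difference between the XX and XY transitions. Changes of 1 log2 unit were recovered for 22%, 28% and 0%. False calls beside these numbered at most 13, and their highest share was 10 of 66 calls. With no change simulated the fit made 0 calls in each. The simulated values were drawn independently for each library, and the changed genes were taken from the more abundant ones. Spread shared between real libraries was not simulated, so these rates do not measure false calls or recovery in the real data.

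Alternatives were a pseudocount of 0.1, no filter, a TPM of at least 5 in at least 3 libraries, median-of-ratios scaling, quantile normalization, fits of only the groups compared, eBayes without a trend, a replicate block, each library left out in turn, an absolute log2 fold change of at least 1 as well, and camera with estimated correlations for the lists. A pair was added after the data were seen: TPM rescaled over nuclear protein-coding genes, and, for the mESC contrasts, a covariate for a split of the mESC libraries found by clustering the same values.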

Results

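Gene expression was measured by RNA sequencing in mESC and EpiLC of 3 genotypes. There were 3 XX, 3 XY and 4 Tet3-/- mESC libraries and 3 XX, 3 XY and 3 Tet3-/- EpiLC libraries. The mutant libraries are numbered #1 to #4 in mESC and #1, #3 and #4 in EpiLC. Tet3 encodes an enzyme that oxidises 5-methylcytosine. The study asked whether TET3 is needed for the step from mESC to EpiLC. Depth is unknown, since TPM does not keep it. Between 11128 and 13811 genes had a TPM of at least 1 per library.

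A small number of abundant non-coding RNAs held much of the TPM. Rn7s1 alone held from 23.5% to 43.7% of TPM per library, and Rn7sk from 7.83% to 13.6%. The Rn7s1 share was 24.9% ± 2.21 (SD, n = 3) in XY EpiLC and 39.2% ± 0.291 (SD, n = 3) in XX EpiLC. Protein-coding genes held 48.4% ± 1.12 (SD, n = 3) of TPM in XY EpiLC and 31.3% ± 1.04 (SD, n = 3) in XX EpiLC. The median log2 fold change of all tested genes was 0.14, 0.54 and -0.13 in the XX, XY and Tet3-/- transitions, and -0.58 for XX against XY in EpiLC. It was 0.19 and -0.07 for Tet3-/- against XX in mESC and EpiLC, and -0.19 for XX against XY in mESC. Median-of-ratios scaling brought each of these within 0.02 of 0. Scaled values are given for the counts of called genes and for some of the lists and genes.

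**Figure D1:**
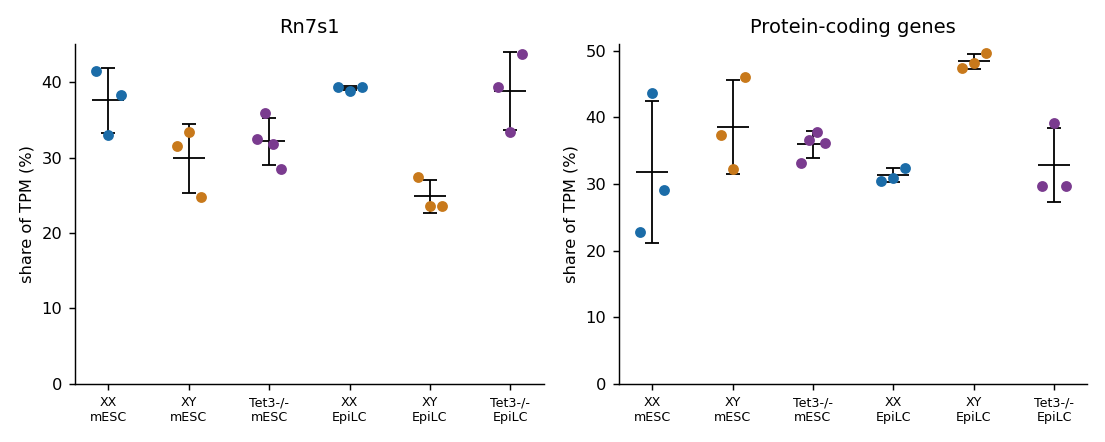
Share of TPM (%, y axis) held by Rn7s1 and by protein-coding genes in each library (points) of the 6 groups, with the mean and SD as bars. The XY EpiLC libraries had the lowest mean Rn7s1 share, 24.9%, and the highest mean protein-coding share, 48.4%.

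Tet3 (chromosome 6, 83362373 to 83459084, GRCm38) was measured first as a check of the labels. In mESC it had 0.761 ± 0.269 TPM (SD, n = 3) in XX and 0.661 ± 0.174 TPM (SD, n = 4) in Tet3-/-, a log2 fold change of -0.08 (limma adjusted p 0.885). In EpiLC it had 1.65 ± 0.386 TPM (SD, n = 3) in XX and 1.04 ± 0.363 TPM (SD, n = 3) in Tet3-/-, a log2 fold change of -0.39 (limma adjusted p 0.525). On scaled values the log2 fold changes were -0.20 and -0.34 (limma adjusted p 0.44 and 0.114), and in EpiLC the mutants (1.05 to 1.31) lay below every XX library (1.4 to 1.91). Tet3 was thus not called in either state, and on TPM the groups overlapped. A deletion of coding exons can leave transcript, so the level neither supports nor contradicts the label. Tet3 was higher in EpiLC than in mESC in XX (log2 fold change 0.59, limma adjusted p 0.0206) and in XY (1.51, limma adjusted p 2.41e-06). The rise in Tet3-/- was 0.28 (limma adjusted p 0.233), and the difference from the rise in XX was not significant (-0.31, limma adjusted p 0.804).

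The sex labels were checked with Xist and Y-linked genes. Eif2s3y had 38.3 ± 12.7 TPM (SD, n = 3) in XY mESC and 56.9 ± 11 TPM (SD, n = 3) in XY EpiLC, and at most 0.0845 TPM in any XX or Tet3-/- library. Xist had 30.0 ± 4.47 TPM (SD, n = 3) in XX EpiLC and 27.8 ± 17.4 TPM (SD, n = 3) in Tet3-/- EpiLC, 18.0 without mutant #3. It was at 1.26 TPM or less in the other libraries.

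**Figure D2:**
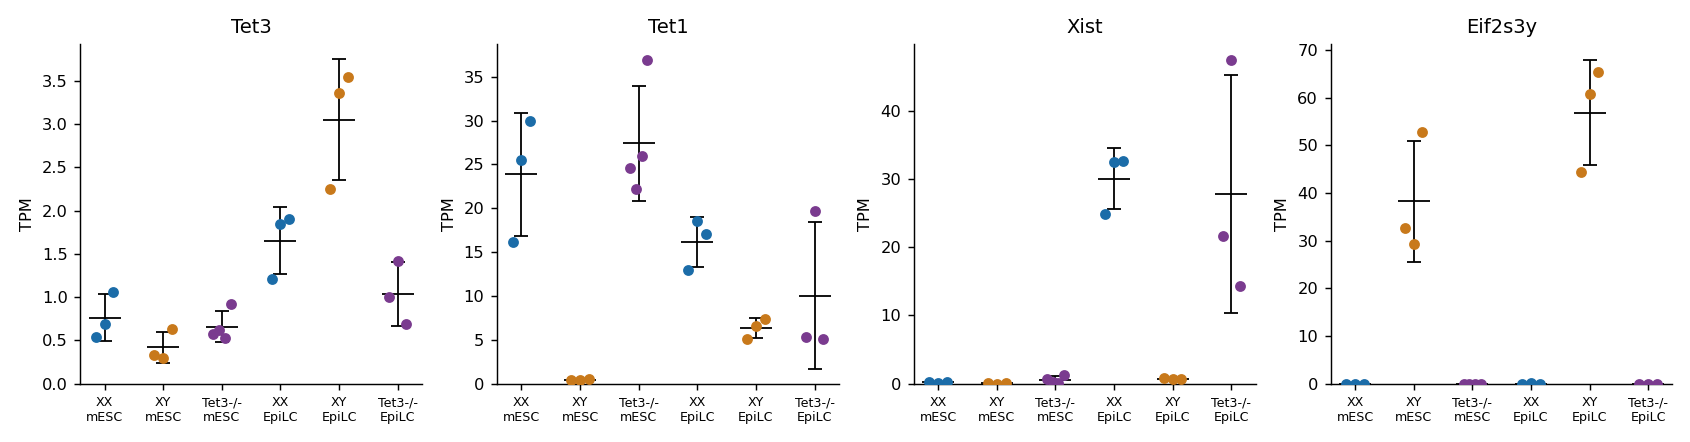
TPM (y axis) of Tet3, Tet1, Xist and Eif2s3y in each library (points) of the 6 groups, with the mean and SD as bars. Tet3 in Tet3-/- mESC, 0.661 TPM, overlapped XX mESC, 0.761 TPM, and Eif2s3y was seen in the XY libraries.

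The transition from mESC to EpiLC was compared within each genotype. In XX, 4689 of 14972 genes were called by limma, 2868 higher and 1821 lower in EpiLC. In XY, 7561 were called, 6159 higher (81.5%) and 1402 lower. In Tet3-/-, 5258 were called, 2035 higher (38.7%) and 3223 lower. On scaled values 7542, 7689 and 7842 genes were called, of which 48.6%, 51.3% and 48.1% were higher, and 4565 of the 4689, 5337 of the 7561 and 5114 of the 5258 were called in the same direction. The XX and Tet3-/- transitions shared 3564 called genes, of which 3561 changed in the same direction, and Pearson's r of their fold changes across genes was 0.908. The XX and XY transitions shared 3455 called genes, 3344 in the same direction, with r across genes of 0.695. Genes are not independent replicates, so these r describe the libraries.

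In the XX transition Tagln rose from 0.0162 ± 0.0103 to 93.3 ± 5.2 TPM (SD, n = 3 each) and Car4 from 0.0959 ± 0.0433 to 63.2 ± 3.69 TPM (SD, n = 3 each), with log2 fold changes of 6.53 (SE 0.18, limma adjusted p 2.28e-14) and 5.87 (SE 0.18, limma adjusted p 8.83e-14). AY036118 had the highest log2 fold change, 10.99, but with a SE of 2.44. It varied between libraries of one group, with 1390 ± 1750 TPM (SD, n = 4) in Tet3-/- mESC, 642 without mutant #4. Tagln in XX mESC was 0.0102 TPM without XX 1. Crxos, Pramel6 and Aspa were lowest (-6.88, -6.14 and -5.78). In the Tet3-/- transition Car4 rose by 6.91, Tagln by 6.87 and Krt19 by 5.38, and Crxos, Fam25c and Dazl were lowest (-6.83, -6.09 and -6.03). In the XY transition the highest were AY036118 (10.89), Car4 (6.71) and Tpt1-ps3 (5.72), a pseudogene listed at 0 in XY mESC, and Mylpf, Fam25c and Ly6a were lowest (-6.87, -6.57 and -6.37).

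The naive list fell in all 3 transitions. Its median log2 fold change was -2.67 in XX, -4.27 in XY and -3.80 in Tet3-/- (limma fry adjusted p 2.28e-06, 3.73e-08 and 3.73e-08), with all 14 genes negative in each. The formative list rose, with medians of 1.63, 3.36 and 2.03 (limma fry adjusted p 0.00139, 2.92e-07 and 6.52e-05) and 12, 13 and 12 of 14 genes positive. With estimated correlations camera, which sets a list against all other genes, called the naive list in XY alone of these 6 results. Relative to the median of all genes, the naive values were -2.81, -4.81 and -3.67 and the formative values 1.49, 2.82 and 2.16. Otx2 and Foxd3 of the formative list fell in the XX transition (-0.71 and -1.92).

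**Figure D3:**
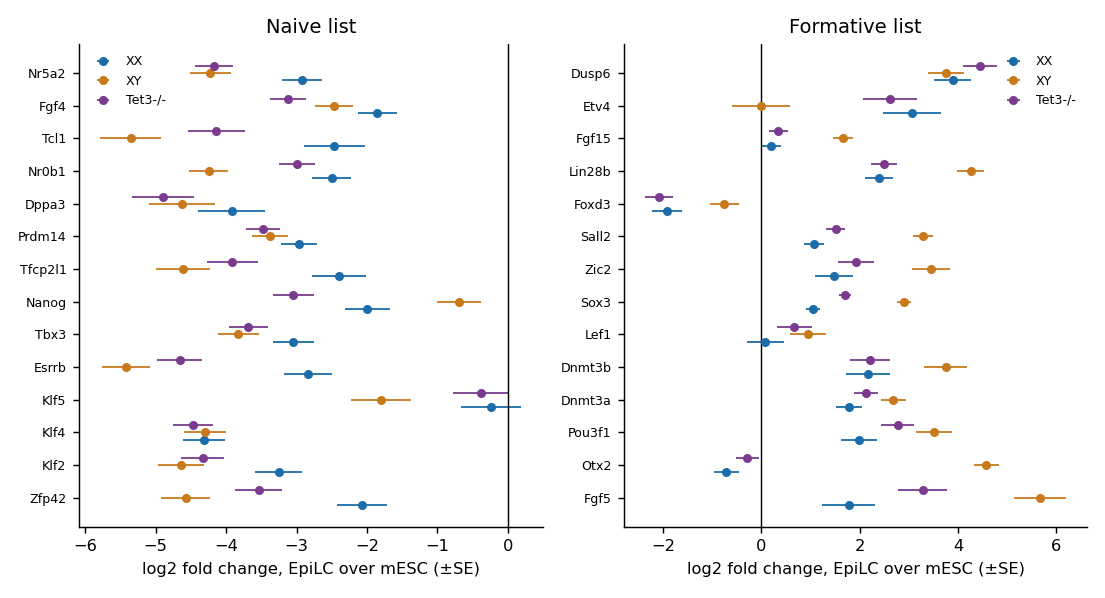
Log2 fold change of EpiLC over mESC (x axis, points with SE bars) for each gene of the naive and the formative list (y axis) in the XX, XY and Tet3-/- transitions. All 14 naive genes were below 0 in each transition, with medians of -2.67, -4.27 and -3.80.

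The Tet3-/- libraries were compared with XX within each state. In mESC 90 genes were called by limma, 74 higher and 16 lower (82.2% higher). On scaled values there were 477, of which 55.6% were higher, and 77 of the 90 were called in the same direction. Without XX 1 there were 15 and without XX 2 there were 365. A fit of only the groups compared gave 2. Gm38226, Pet2 and Sox21 were highest, with log2 fold changes of 1.96, 1.81 and 1.73 (limma adjusted p 0.0336, 0.00357 and 0.000734). Mid1, Gm35248 and Kdelr3 were lowest, with -2.51, -1.36 and -1.32 (limma adjusted p 0.0238, 0.00417 and 0.00357). Neither list differed in mESC, with medians of 0.11 (naive) and 0.10 (formative) and a limma fry adjusted p of 0.737 for both. Relative to the median of all genes these were -0.07 and -0.08.

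In EpiLC 161 genes were called by limma, 18 higher and 143 lower (11.2% higher). On scaled values there were 817, of which 45.8% were higher, and 138 of the 161 were called in the same direction. A fit of only the groups compared gave 11 on TPM. Xlr3b, Xlr3a and Xlr5a, all on the X chromosome, were highest, with log2 fold changes of 2.42, 2.25 and 1.87 (limma adjusted p 0.000264, 0.000434 and 0.00424). Mid1, Msln and Laptm5 were lowest, with -2.77, -2.49 and -2.40 (limma adjusted p 0.011, 0.0135 and 0.00168). The naive list was lower in Tet3-/- EpiLC, with a median of -0.96 (limma fry adjusted p 0.018) and 13 of 14 genes negative. It lost this call on TPM without mutant #1 (-0.81) or #4 (-0.84). On scaled values of all libraries the naive median was -0.92 (limma fry adjusted p 3.65e-06). No library was left out in turn on scaled values. The formative list had a median of 0.53 (limma fry adjusted p 0.136) on TPM and 0.63 on scaled values (limma fry adjusted p 0.000518). Without mutant #3 the formative median was 0.04.

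The transition itself differed between Tet3-/- and XX for 26 genes, all lower in Tet3-/-. The median of all genes for this difference was -0.28, and on scaled values 99 genes were called, 37 higher and 62 lower. Of the 26, 22 were called in the same direction after scaling. Without mutant #3 in EpiLC there were 102. Laptm5, Triml1 and Cdyl2 were lowest, with log2 differences of -2.78, -2.28 and -1.91 (limma adjusted p 0.0173, 0.0199 and 0.0199). No gene was higher, while 1152 genes in both directions had an unadjusted p under 0.05. The naive list had a median difference of -1.07 on TPM, which did not pass the threshold (limma fry adjusted p 0.0553). It was -0.75 on scaled values (limma fry adjusted p 0.000518). It passed on TPM without XX 2 (-1.34) or XX 3 (-1.14) in mESC or mutant #3 in EpiLC (-1.39). The formative list did not differ on TPM (0.43, limma fry adjusted p 0.382), and differed on scaled values (0.65, limma fry adjusted p 0.00605).

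XX and XY cells were compared within each state. In mESC 2121 genes were called by limma, 963 higher and 1158 lower in XX (45.4% higher). With a library left out, the higher count ran from 575 (without XX 3) to 1119 (without XX 2). The lower count ran from 540 (without XY 3) to 2378 (without XX 2), so this balance depends on single libraries. On scaled values 4679 genes were called, of which 56.5% were higher, and 2066 of the 2121 were called in the same direction. Hprt, Pramel6 and 1700013H16Rik were highest in XX, with log2 fold changes of 6.27, 5.55 and 5.38 (limma adjusted p 6.88e-10, 8.72e-08 and 6.19e-09), and Eif2s3y, Trh and Cd24a were lower by -5.25, -5.24 and -4.25. In EpiLC 7074 genes were called, 783 higher (11.1%) and 6291 lower, and on scaled values 5066, of which 50.9% were higher. Of the 7074, 3257 were called in the same direction after scaling and 381 had the other sign. Hprt, H19 and S100a6 were highest (5.79, 5.15 and 4.92) and Prickle3, Pim2 and Eif2s3y lowest (-6.34, -6.00 and -5.78).

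**Figure D4:**
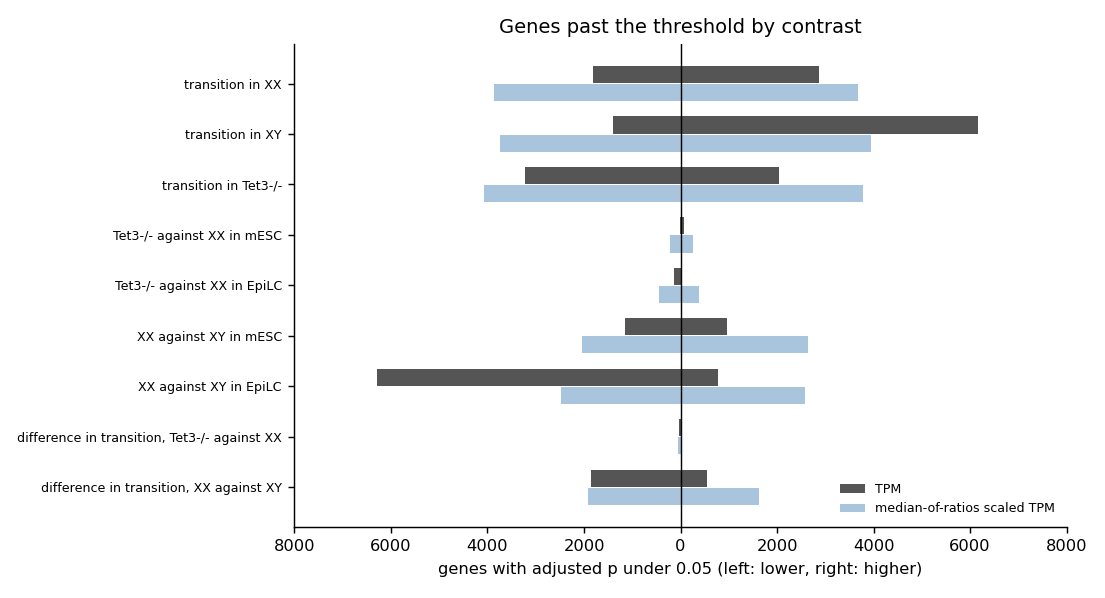
Genes with an adjusted p under 0.05 (x axis, lower to the left and higher to the right) in each of the 9 contrasts (y axis), on TPM and on median-of-ratios scaled TPM. For XX against XY in EpiLC, 11.1% of the called genes were higher on TPM and 50.9% on scaled values.

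The transition differed between XX and XY for 2397 genes, 540 higher (22.5%) and 1857 lower in XX. On scaled values there were 3548, of which 46% were higher, and 1953 of the 2397 were called in the same direction. Gm46332, Laptm5 and Gpx2 were highest (5.06, 4.53 and 4.42) and Tpt1-ps3, 1700013H16Rik and Pramel6 lowest (-7.57, -6.95 and -5.42). The naive list fell less in XX than in XY, by a median difference of 1.34 (limma fry adjusted p 0.0243), with 12 of 14 genes positive, and lost this call without XX 1 in mESC (1.07). The formative list rose less, with a median difference of -1.55 (limma fry adjusted p 0.00109) and 12 of 14 genes negative.

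Of the methylation machinery, Tet1 differed most between XX and XY mESC, with 23.8 ± 6.99 TPM (SD, n = 3) in XX and 0.471 ± 0.0652 TPM (SD, n = 3) in XY, a log2 fold change of 4.04. Dnmt3b rose in the XX transition from 5.71 ± 4.19 to 25.9 ± 2.58 TPM (SD, n = 3 each) and in the Tet3-/- transition from 5.88 ± 1.71 (SD, n = 4) to 34.6 ± 24.2 TPM (SD, n = 3). Without mutant #3 the Tet3-/- EpiLC mean was 20.7 TPM, and without XX 2 the XX mESC mean was 3.31 TPM. In the XX, XY and Tet3-/- transitions 5, 7 and 5 of the 9 machinery genes were called by limma over all genes, and as many when adjusted over the list alone. Of 9 early lineage genes tested, 3, 6 and 5 were called over all genes and 3, 6 and 7 adjusted over the list alone. Of 13 germline genes, 10, 8 and 11 were called over all genes and 12, 8 and 11 adjusted over the list alone. Of 20 imprinted genes, 17, 13 and 13 were called over all genes and 19, 13 and 15 adjusted over the list alone. Between Tet3-/- and XX, 2 imprinted genes were called in mESC and 1 germline gene in EpiLC over all genes. Adjusted over each list alone, 4 germline and 3 imprinted genes were called in mESC and 1 germline and 2 imprinted genes in EpiLC.

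The X to autosome ratio was -0.05 ± 0.307 (SD, n = 3) in XX mESC and -0.81 ± 0.025 (SD, n = 3) in XY mESC, a difference of 0.76 (exact 2-sided permutation p 0.1, adjusted p 0.2). Every XX mESC value lay above every XY value, and 0.1 is the smallest p that 3 against 3 libraries allow. In EpiLC it was -0.46 ± 0.022 (SD, n = 3) in XX and -0.61 ± 0.042 (SD, n = 3) in XY, with an exact 2-sided permutation p of 0.1 and an adjusted p of 0.2. This EpiLC difference changed sign, to -0.13, among genes with a TPM of at least 5 in at least 3 libraries. The ratio of Tet3-/- was set against XX in the same way, by a test that cannot pass the threshold at these group sizes. It was close to XX in EpiLC and higher by 0.15 in mESC, a difference that ran from -0.0258 (without XX 2) to 0.24 with a library left out. In Tet3-/- it was 0.10 ± 0.162 (SD, n = 4, exact 2-sided permutation p 0.571, adjusted p 0.762) in mESC and -0.45 ± 0.082 (SD, n = 3, exact 2-sided permutation p 0.9, adjusted p 0.9) in EpiLC.

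**Figure D5:**
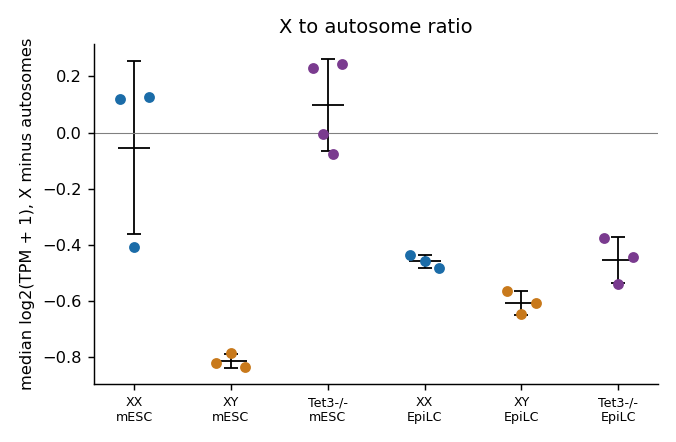
Median log2(TPM + 1) of X-linked minus autosomal genes (y axis) in each library (points) of the 6 groups, with the mean and SD as bars. The mean was -0.05 in XX mESC and -0.81 in XY mESC.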

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

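The explanations below, and the values used to test them, were chosen after the results were seen. Expected outcomes were written down only after the values had been computed. Median-of-ratios scaling, leaving out a library, the replicate block and camera were alternatives fixed before the data were examined. Only their use as tests of explanations was chosen afterwards. Such tests can exclude an explanation but do not establish one.

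The transition differed between XX and XY for 2397 genes, a difference between groups found by testing it directly. The TPM scale differs between these groups, but 1953 of these genes were called in the same direction after median-of-ratios scaling, which argues against the scale as the whole cause. Direct dosage of X-linked genes would place nearly all called genes on X, and 8.51% of them lay there, against 4.03% of the tested genes. Of 100 splits of the libraries, the real one and others drawn at random, 5 gave as many genes with the real one included, and the largest gave 8139. The other 4 kept the EpiLC groups and exchanged labels among the mESC libraries, which turns the genotype effect itself into a difference of transitions, so they are no measure of noise alone. Sex cannot be told apart from cell line, since the XY libraries came from 1 line. Either, or both, could underlie the difference.

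The naive list fell less in XX than in XY, with a median difference of 1.34 (limma fry adjusted p 0.0243), and the formative list rose less, with -1.55 (limma fry adjusted p 0.00109). After median-of-ratios scaling the values were 1.29 and -1.06, so the TPM scale does not account for them. For the naive list 3 of 100 splits gave a value as large, and for the formative list 12 of 100 did. All of these other splits, 2 and 11, kept the EpiLC labels and exchanged mESC labels, so they too carry the genotype effect and are no measure of noise alone. Without XX 1 in mESC the naive difference was 1.07 and lost its call. With estimated correlations camera gave adjusted p of 0.0966 and 0.213. Sex and cell line stay open here too.

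The transition differed between Tet3-/- and XX for 26 genes. Of these, 22 were called in the same direction after median-of-ratios scaling, which argues against the scale as their cause. Mutant #3 stood apart from the other EpiLC mutants, but without it 102 genes were called, so that library did not create the difference. Of 100 splits of the libraries, 6 gave as many genes, and the largest gave 1069. Of the other 5, 4 had XX 1 and 3 with mutants #1 and #4 in mESC, which are the sides of the spread among the mESC libraries described below, and 1 kept the EpiLC labels and exchanged mESC labels. These splits follow other structure in the libraries and do not measure noise alone, so they leave open how far 26 exceeds it. The count was 1 with a replicate block. The block ties libraries by numbers that the labels do not give as a pairing, so this fall cannot be read as an effect of pairing. An effect of the genotype stays open and was not shown by this count.

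The naive list had a median difference of -1.07 between the Tet3-/- and XX transitions, which did not pass the threshold (limma fry adjusted p 0.0553), and 2 of 100 splits gave a value as large. The other of these is nearly the real split with its sides exchanged, with only mutant #1 moved in mESC, so it carries the genotype effect too. For the formative list, 57 of 100 splits gave a value as large.

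The counts and list values of the single transitions and comparisons were set against other splits as well. In XX and in XY, 1 of 10 splits gave as many genes, or as large a naive or formative median, in each case the real one, and 10 splits cannot give a smaller share. In Tet3-/-, 1 of 35 did for the count and for both lists. For Tet3-/- against XX in mESC, 3 of 35 splits gave at least 90 genes, and one of them, with XX 1 and 3 and mutants #1 and #4 on one side, gave 1027. That split follows the spread among the mESC libraries. For the naive list 24 of 35 and for the formative list 3 of 35 splits gave as large a value there. In EpiLC 1 of 10 splits gave 161 genes or as large a naive or formative median. The largest count in another split was 1 gene. The largest other medians, in size, were 0.7004 (naive, against 0.9558) and 0.5315 (formative, against 0.5338). The formative value thus barely exceeded that of another split. For XX against XY, 2 of 10 splits gave as many genes in mESC, where the other follows that spread too and gave 3838, and 1 of 10 in EpiLC.

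Among 23 measures tested for a library far from the others in the Tet3-/- mESC group, 2 had one, where chance gives about 1 in 20. Mid1 had 4.98 TPM in mutant #4 and from 0.187 to 0.355 TPM in the other 3. The gap was 0.953 of the range after median-of-ratios scaling, which argues against the TPM scale. In EpiLC mutant #4 also had the highest Mid1 value of the mutants, 4.14 TPM against 1.75 and 1.61. A lasting property of mutant #4 may explain this, but a single mutant cannot decide it. Laptm5 had 9.45 TPM in mutant #1 and from 14.8 to 15.3 TPM in the others. After scaling the gap was 0.684 of the range and no longer stood out, so differences in the TPM scale remain a possible explanation.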

How the results depend on the processing

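The 3 transitions kept the direction of the naive and the formative list under every alternative run. With eBayes without a trend all counts and list results kept their side of the threshold and stayed within 1.5 times.

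Scaling had a large effect on the counts. For the XX transition, Tet3-/- against XX in mESC and in EpiLC, XX against XY in mESC and the difference between the Tet3-/- and XX transitions, median-of-ratios scaling gave 7542, 477, 817, 4679 and 99 genes, and quantile normalization gave 7711, 545, 988, 5056 and 112. Quantile normalization also gave 8117 genes in the Tet3-/- transition and 3913 for the difference between XX and XY. Under these settings the formative list passed the threshold in Tet3-/- EpiLC (0.63 and 0.66) and in the difference of Tet3-/- from XX (0.65 and 0.68), as did the naive list in that difference (-0.75 and -0.84). The naive list in Tet3-/- mESC changed sign (-0.157 and -0.0875), and so did the formative list under quantile normalization (-0.0084).

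Rescaling over nuclear protein-coding genes, chosen after seeing the data, gave 172 and 643 genes for Tet3-/- against XX in mESC and EpiLC, 3247 and 3732 for XX against XY, and 88 for the difference of Tet3-/- from XX. The naive list was -0.0922 in Tet3-/- mESC and -1.24 in that difference, past the threshold. A covariate for the mESC split gave 30 genes for Tet3-/- against XX in mESC, of which 27 were shared with the 90, where the same 10 mESC libraries without it gave 1. On scaled values these fits gave 503 with it and 65 without. For XX against XY in mESC they gave 1863 and 1482 on TPM and 5023 and 3647 on scaled values. The covariate was found from the same values and chosen after seeing them, so these counts are not independent.

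The filter of a TPM of at least 5 tested fewer genes and gave 2682, 4748 and 3101 genes in the XX, XY and Tet3-/- transitions, 26 and 99 for Tet3-/- against XX in mESC and EpiLC, 1174 for XX against XY in mESC, and 10 and 1124 for the differences of Tet3-/- and XY from XX. The naive list passed the threshold in the difference of Tet3-/- from XX (-1.07, fry adjusted p 0.0496). A log2 fold change of at least 1 as well left 2657, 4503 and 2861 genes in the transitions, 48 for Tet3-/- against XX in mESC, and 1201 and 3290 for XX against XY. Without a filter Tet3-/- against XX in mESC gave 55 genes. A pseudocount of 0.1 gave 34 there and 17 for the difference, where the naive list was -1.52 and past the threshold; the cause was not tested.

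Fitting only the groups compared gave 2 and 11 genes for Tet3-/- against XX in mESC and EpiLC. It gave 800 and 10900 for XX against XY, and the cause was not tested. The naive list passed the threshold in the difference of Tet3-/- from XX (-1.07, fry adjusted p 0.0349). The spread within groups was unequal. The lowest r between libraries across genes was 0.945 in Tet3-/- EpiLC and 0.946 in XX mESC. In XX and XY EpiLC it was 0.985 and 0.979. The fit over all groups takes the same spread for every group, so its counts depend on that assumption.

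With estimated correlations camera lost the calls of the naive list in the XX (-2.67) and Tet3-/- (-3.80) transitions, in Tet3-/- EpiLC (-0.96) and in the difference of XX from XY (1.34), and of the formative list in the 3 transitions (1.63, 3.36 and 2.03) and in that difference (-1.55). The naive call in the XY transition held. The list results thus rest on fry, which tests a list by itself, whereas camera sets it against all other genes. A list can pass the first and not the second.

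Same-numbered libraries did not consistently deviate together. Correlations of their deviations ran from -0.44 to 0.517 over 20 pairs within and between genotypes, 7 of them over 0.1. Between mESC and EpiLC they were 0.271, 0.303 and -0.02 for mutants #1, #3 and #4. The labels do not say whether a mutant number marks a cell line. With a replicate block there were 10 and 37 genes for Tet3-/- against XX in mESC and EpiLC and 1 for the difference. The naive list in Tet3-/- EpiLC was -0.84 and lost its call, the formative list there was 0.72 and gained one, and the naive list in the difference was -1.17 and gained one. The block changed no other call of a list. It tied XX and Tet3-/- libraries of the same number, a pairing that the labels do not state. Within a state no XX library has the number of mutant #4, so the block left that mutant with nothing to be compared with. The naive value in EpiLC without mutant #4 was -0.84 as well. Mutant #2 has no EpiLC library, so the block could not pair it across states. The lower counts thus cannot be read as an effect of pairing.

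Leaving out each library in turn moved the smaller counts most. For Tet3-/- against XX in mESC (7 fits) it gave from 15 (without XX 1) to 365 (without XX 2), with 50 without XX 3, 24 without mutant #1 and 27 without #4. In EpiLC (6 fits) it gave from 39 (without XX 3) to 318 (without mutant #3), with 88 and 46 without XX 1 and 2 and 97 without mutant #4. For the difference of Tet3-/- from XX (13 fits) it gave from 11 (without XX 3 in EpiLC) to 102 (without mutant #3 in EpiLC), with 15 and 72 without XX 1 and 2 in mESC and 17 and 13 without XX 1 and 2 in EpiLC. For XX against XY it gave from 1353 (without XX 3) to 3497 (without XX 2) in mESC and from 4068 (without XY 3) to 6774 (without XY 1) in EpiLC, with 4111 without XX 1 and 4324 without XY 2.

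The naive list in Tet3-/- mESC ran from -0.0503 (without XX 1) to 0.35. In EpiLC it ran from -1.11 to -0.81 and lost its call without mutant #1 (-0.81) and without #4 (-0.84). In the difference of Tet3-/- from XX it ran from -1.39 to -0.93 and gained a call without XX 2 (-1.34) or XX 3 (-1.14) in mESC or mutant #3 in EpiLC (-1.39). In the difference of XX from XY it ran from 1.05 to 1.66 and lost its call without XX 1 in mESC (1.07). The formative list in the difference of Tet3-/- from XX ran from -0.0292 (without mutant #3 in EpiLC) to 0.60. The Tet3 fold change between Tet3-/- and XX mESC ran from -0.17 to 0.0388 (without XX 3).

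The X to autosome ratio cannot pass the threshold in these designs. Its XX minus XY difference in EpiLC became -0.13 at a TPM of at least 5. Its difference between Tet3-/- and XX in EpiLC became -0.003 under median-of-ratios scaling and -0.0051 at a pseudocount of 0.1. With a library left out it ran from -0.0326 (without mutant #1) to 0.0487, with -0.0055 without XX 3. In mESC it ran from -0.0258 (without XX 2) to 0.24.

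For the other values, namely single genes and the counts of higher and lower genes, 577 results outside leave-one-out kept their label, 31 lost a call, 5 gained one and 71 moved over 1.5 times. With a library left out 491 kept it, 46 lost a call, 44 moved and 1 changed direction.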

Other observations

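All tests below were chosen after the patterns were seen in the same data, and no biological explanation was tested independently.

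The EpiLC library of mutant #3 stood apart from #1 and #4. After median-of-ratios scaling, 462 of 7706 abundant coding genes were at least 1 log2 unit from the mean of the other 2 mutants, against 115 for #1 and 52 for #4, so the TPM scale does not account for it. T had 94.3 TPM in it, against 1.03 and 0.843 in the others, and Fgf5 43.7 TPM against 3.6 and 3.58. These genes were chosen after their values were seen. Admixture of XY cells is argued against by the summed TPM of 4 Y-linked genes, 0.061, against 73 to 110 in XY EpiLC. The first component of the within-group deviations of the mESC libraries correlated with its departure across genes with r = 0.305, and with that of mutant #1 with r = -0.452. In a group of 3 such departures are tied to each other, so a shared shift is neither shown nor excluded. Against the mean of the other mutants, on scaled values, 12 of 14 naive genes were higher in it (median 0.42), 10 of 14 formative genes (median 0.60) and 14 of 15 early lineage genes (median 1.19). The early lineage and naive lists thus rose together relative to mutants #1 and #4 only. Against XX EpiLC, on TPM, naive genes went both ways in this library. Zfp42 was lower in it (11.5 TPM, against 16.7 to 18.4 in XX) and Klf4 higher (3.5 TPM, against 1.05 to 1.37). The state of this culture stays open.

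On chromosomes 1, 16 and 19 the median log2 difference from XX was 0.14, 0.17 and 0.18 in mESC mutant #2 and 0.14, 0.15 and 0.16 in EpiLC mutant #3. In mESC mutant #3, with the same number, it was 0.013, -0.011 and 0.068. In EpiLC mutant #3, 61.8% of the genes on these chromosomes lay above the library's median, against 70.6% in mESC mutant #2 and 52.4% in mESC mutant #3, so a few genes do not account for it. Across chromosomes EpiLC mutant #3 correlated with mESC mutant #2 with r = 0.87 and with mESC mutant #3 with r = 0.551 (permutation adjusted p 0.0004 and 0.038 over 4 tests). Without the 3 chromosomes that drew attention, r was 0.428 with #2 and 0.556 with #3. The values on the 3 chromosomes go against the shared number and may reflect an exchanged one, but these chromosomes were chosen for the pattern, and the others do not decide. Which mESC mutant this library belongs to cannot be told apart. A gain within the EpiLC culture was not tested. Chromosome 1 was also higher in mESC mutant #4, by 0.12.

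The mESC libraries of each genotype spread along 1 component that holds 63.9% of their within-group variance on scaled values. Its scores were -14.9, 33.2 and -18.3 in XX 1 to 3, 7.9, -9.6 and 1.8 in XY 1 to 3, and -12.8, 10.9, 16.3 and -14.4 in mutants #1 to #4. GC content and transcript length together explained 7.02% of the variance of its gene weights, which argues against them as its cause. The labels name no batch. Splits along the sides of this component gave 1027 genes among the XX and Tet3-/- mESC libraries and 3838 among XX and XY mESC. The sides were defined by the values tested, so these counts are no independent test of the component. No genes are named from them.

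Tet1 had 0.471 TPM in XY mESC and 6.35 TPM in XY EpiLC. Reads lost at variants of the line would lower both, so they do not account for the mESC value. Loss of the naive state in XY mESC is argued against by the naive list, which still fell by 4.27 in the XY transition. The summed TPM of the 4 annotated Tet1 transcripts at the 5′ end of the gene (chromosome 10, 62879873 to 62908996, GRCm38) was 11.2 ± 3.51 (SD, n = 3) in XX mESC, and at most 0.045 in any XY library. Another transcript that starts in this region and runs on through the gene (62804577 to 62899118) had from 1.9 to 2.88 TPM in XY EpiLC and at most 0.173 in XY mESC, so transcription from the region is not shown to be absent in XY EpiLC. How reads in shared exons were assigned is unknown. Variants, a deletion and lack of transcription of the 4 transcripts cannot be told apart here.

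Hprt had at most 0.69 TPM in any XY library and at least 51.7 TPM in every other library. Within 500000 bp, 4 neighbouring genes had a mean TPM of at least 1, and only these were examined. Their lowest mean in XY EpiLC was 5.77 TPM, which argues against loss of the whole region. An XY line that lacks Hprt and a line that does not transcribe it cannot be told apart by these levels.

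Chromosome 8 was higher in XX than in XY, with a median log2 difference of 0.27 over 428 genes in mESC and 0.265 in EpiLC. The other autosomes had medians from -0.10 to 0.13 in mESC. In mESC 70.8% of its genes lay above the median of all genes, so a few genes do not account for it, and its presence in both states argues against a cause in 1 state. A difference in copy number between the lines could give these values, 0.27 and 0.265, and a loss in one line cannot be told from a gain in the other without DNA.

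The 12 genes Gm10722, Gm10801, Gm21738, Gm10800, Gm10717, Gm10721, Gm10719, Gm11168, Gm10720, Gm10715, Gm10718 and Gm17535 held from 0.17% to 5.84% of TPM per library and moved together, with a lowest r between members of 0.99 across the 19 libraries. Reads shared between near-identical copies would give such an r. It was not tested.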
